A study of Xenopus laevis with 12 samples.

How the data were processed

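RNA sequencing was performed on neural crest tissue of the frog Xenopus laevis. Per the labels, wild-type embryos at the 4-cell stage received 60 ng of a morpholino, an antisense oligonucleotide analogue, and were raised to stage 14 or stage 17 of the Nieuwkoop and Faber series. The 12 samples form 4 groups of 3, an miR-196a morpholino arm and a mismatch morpholino arm at each stage. The numbers in the sample titles are not shared between groups, so samples were not paired. The batch label repeats the stage. Any batch effect therefore cannot be told apart from the stage. The libraries were unstranded, per the labels, and reads of overlapping or antisense genes are assigned with less certainty. The aligner or quantifier, genome build, annotation and filters are not stated in the labels or headers.

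The values analysed were 2 tables of the authors' own comparisons, 1 per stage, with the column names of a DESeq2 results table, per the file headers. Each row holds the mean normalised count of a gene over the samples of the comparison, a signal that the authors scaled between libraries, per the file headers. The authors also deposited a log2 fold change with its standard error on the log2 scale, the ratio of both as a test score, a p-value and an adjusted p-value. Values per sample were not used here. Counts per library, replicate spread of single genes and a test of arms other than the authors' were therefore out of reach, and the test planned for counts per sample was replaced, as set out in advance, by the authors' adjusted p-values. Headers and labels do not name the numerator of the fold change. A positive value means a higher level in the numerator arm, and signs are given as deposited. That the arms compared are the miR-196a and the mismatch morpholino was taken from the groups of samples at each stage.

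The stage 14 table has 18206 rows and that of stage 17 has 18556. The authors' deposited tables give a p-value for 18147 and 18519 genes and an adjusted p-value for 17088 and 16965. Genes with a p-value and no adjusted p-value numbered 1059 and 1554, and had mean normalised counts of at most 3.70 and 5.15. Comparing each adjusted p-value with its p-value and rank gave the number of genes behind the adjustment. At stage 14 it was 17088, the number in the table. At stage 17 it was 22197, so 5232 ranks (23.6%) belong to genes that were not analysed here, among them 409 (19.5%) of the 2098 ranks up to the last gene with an adjusted p-value under 0.05. Counts at stage 17 refer to the genes in the table, and adjusted p-values of the stages have different bases. Names starting with LOC made up 85 and 82 rows, against 35.0% of the protein-coding genes in the RefSeq annotation of assembly Xenopus_laevis_v10.1. Symbols were matched to that annotation for 99.9% of the rows of both tables. Coordinates are not printed, because the build behind the tables is not stated.

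Xenopus laevis is allotetraploid, and most genes occur as a long (.L) and a short (.S) chromosome copy, called homeologs. The tables hold 10348 and 10531 .L rows and 7571 and 7752 .S rows. Reads from near-identical copies could be split between them in ways the tables do not show, so values of 1 copy are less certain than those of a pair.

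Genes with an authors' adjusted p-value under 0.05 were counted at each stage. Genes present with an adjusted p-value in both tables were compared between stages by the Spearman correlation across genes, by shared genes against the hypergeometric expectation, and by a test of the difference itself. For that test the difference of the log2 fold changes was divided by the root of the summed squared standard errors, a two-sided normal p-value was taken, and the Benjamini-Hochberg adjustment was applied over 16194 genes. Mean levels of both arms were computed from the mean normalised count and the fold change, assuming arms of equal size. An arm at or under 3 normalised counts was treated as at the floor, and the fold of such a gene is given as a lower bound against 3.

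The 11 gene lists were fixed before the data were examined, as were the alternatives below unless stated otherwise. For each list the median log2 fold change was placed among 10000 random lists of the same size, drawn to match mean expression in 20 bins. The percentile describes these tables and is not a p-value. Percentiles below 2.5 or above 97.5 are called outside the matched lists. Genes named in the text were chosen by a rule: per stage, the 3 with positive and the 3 with negative change and the lowest p-values among genes with a symbol, an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, up to 10 list genes past the threshold by lowest p-value, and the homeologs of snai2, sox10, foxd3, pax3, zic1, sox2, sox11, eya1 and hoxc8 whatever their values. The .S copy of sox2 and the .L copy of hoxc8 were not analysed here. Other names are marked as chosen after their values were seen.

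The alternatives were other adjusted p thresholds (0.01 and 0.1), an absolute log2 fold change of at least 1, genes in the upper 75% by mean expression, genes above the median of mean expression, an adjustment recomputed over all p-values of a table, Pearson correlation, list means, and homeologs averaged to 1 gene. Added after seeing the data were an adjustment over the genes tested at both stages and log2 fold changes centred within 10 bins of mean expression.

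The calculations were tested on simulated data. Among 16194 simulated genes, 200 received a planted log2 difference of 4 between stages. The test recovered 61% of them, and 98.2% of those with a standard error of the difference under 1, with 2.4% false among the genes found. The adjustment step, with planted log2 changes smaller than 4, recovered 50.5% of them over 17088 genes and 62% over 16965, with 2.88% and 3.88% false. Noise was drawn as normal from the deposited standard errors, independently per gene. The simulation therefore cannot show whether those standard errors are well calibrated. Of 100 unshifted lists, 6% fell outside the matched lists, and all lists shifted by 1 were found. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.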

Results

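Neural crest tissue of Xenopus laevis embryos was profiled by RNA sequencing after injection of a morpholino against the microRNA miR-196a or of a mismatch morpholino, a control oligonucleotide with altered bases. The 12 samples comprised 3 per arm at Nieuwkoop and Faber stage 14 and 3 per arm at stage 17. Both stages fall in neurulation, when the neural crest is specified at the border of the neural plate. The comparison of the arms at each stage asks which transcripts depend on miR-196a in this tissue. The title of the series names 2 subjects, neural crest patterning and the repression of immature neural ectoderm programmes, and the comparison of stages asks whether the response changes with time. The level of miR-196a itself was not analysed here.

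Values were taken from the authors' deposited tables, which give per gene a mean normalised count, a log2 fold change with its standard error (SE) and an adjusted p-value. Depth per library is unknown. The mean normalised counts summed to 1.67e+07 at stage 14 and 1.47e+07 at stage 17 in the authors' deposited tables. The median SE of a log2 fold change in the authors' deposited tables was 0.52 at stage 14 and 0.47 at stage 17. The smallest absolute test score with an adjusted p-value under 0.05 was 2.86 and 2.83, so that a gene with the median SE needed an absolute log2 fold change of 1.48 at stage 14 and 1.33 at stage 17. Smaller changes were not detectable for such a gene. The numerator of the fold change is not recorded, and signs are given as deposited.

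At stage 14, 1483 of 17088 genes (8.68%) had an adjusted p-value under 0.05 in the authors' deposited table. Of these, 523 had a positive and 960 a negative log2 fold change. Their median log2 fold change was 1.65 among positive and -2.17 among negative genes, and 1362 had an absolute log2 fold change of at least 1. In 164 of the 1483 genes, 132 of them negative, the lower arm was at or under 3 normalised counts. The alternative that moved the count most was an adjusted p threshold of 0.01, with 926 genes.

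Genes of serine synthesis were among the positive genes with the lowest p-values at stage 14. In the authors' deposited table, psat1.S had a log2 fold change of 8.46 (SE 0.55, adjusted p = 2.79e-49) at a mean normalised count of 715. The denominator arm of psat1.S was at 4.05 normalised counts, just above the floor of 3, so the size of its change is less certain. For ddit3.L the authors' deposited table gave 5.25 (SE 0.46, adjusted p = 9.41e-27), and for psph.L 3.15 (SE 0.30, adjusted p = 5.20e-22). The negative genes with the lowest p-values in the authors' deposited table were itln1.L at -6.93 (SE 0.46, adjusted p = 3.00e-48), atp2a3.L at -3.77 (SE 0.31, adjusted p = 6.36e-31) and ugt8.S at -4.62 (SE 0.42, adjusted p = 2.99e-24).

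At stage 17, 1689 of 16965 genes (9.96%) had an adjusted p-value under 0.05 in the authors' deposited table, 841 of them positive and 848 negative. The median log2 fold change was 1.70 among the positive and -1.99 among the negative genes, and 1526 had an absolute log2 fold change of at least 1. The lower arm was at or under 3 normalised counts in 134 of them, 67 in each direction. The adjustment behind this table covered 22197 genes, of which 5232 were not analysed here. Recomputed over the 18519 p-values in the table, the adjustment gave 1665 genes.

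The positive genes with the lowest p-values at stage 17 in the authors' deposited table were sox3.L, with a log2 fold change of 4.70 (SE 0.36, adjusted p = 1.84e-34), sox3.S at 4.06 (SE 0.35, adjusted p = 6.08e-28) and tmem221.L at 3.84 (SE 0.34, adjusted p = 1.44e-26). The negative genes in the authors' deposited table were wnk4.L at -6.71 (SE 0.71, adjusted p = 6.10e-18), atp2a3.L at -2.85 (SE 0.31, adjusted p = 9.51e-17) and camk2g.L at -3.02 (SE 0.37, adjusted p = 3.76e-13). At stage 17 the numerator arm of wnk4.L was at 3.24 normalised counts, just above the floor, so the size of its change is less certain. At stage 14, the numerator arm of wnk4.L was under the floor, and its level was at least 12.9-fold lower than in the denominator arm.

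Among the 16194 genes tested at both stages in the authors' deposited tables, 1473 were past the threshold at stage 14 and 1630 at stage 17. Both thresholds were passed by 585 genes, 3.95 times the 148 expected for independent sets, although genes are not independent. Of the 585 genes, 226 were positive and 349 negative at both stages, and 10 had opposite signs. The Spearman correlation of the log2 fold changes across all 16194 genes was 0.464. It was 0.720 over the 2518 genes past the threshold at 1 stage or both. The tables come from different libraries, so no control sample is shared between stages.

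**Figure D1:**
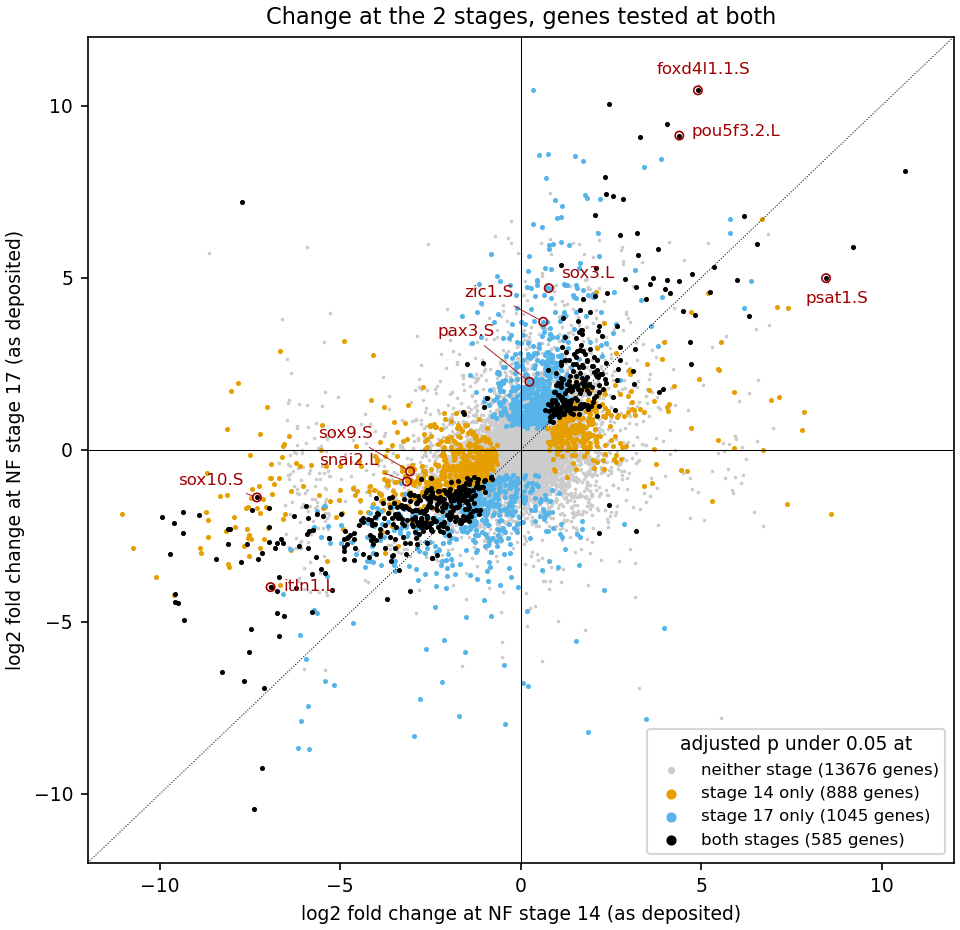
Log2 fold change of 16194 genes at stage 14 (horizontal axis) and stage 17 (vertical axis) in the authors' deposited tables, as deposited, with points coloured by the stage at which the adjusted p-value was under 0.05 and a dotted line of equal change. Of the 585 genes past the threshold at both stages, 575 have the same sign, and the circled sox3.L and zic1.S lie above the dotted line.

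The difference of the log2 fold changes between stages had an adjusted p-value under 0.05 in 244 of the 16194 genes, by the normal test on the standard errors in the authors' deposited tables with Benjamini-Hochberg adjustment. An unadjusted p-value under 0.05 was found for 1389. In 210 of the 244 genes the change was more positive at stage 17 and in 34 more negative. Past the authors' threshold were 107 of the 244 at stage 17 only, 85 at stage 14 only, 46 at both stages and 6 at neither. Samples of a stage share 1 batch label, so no value within a batch can be given for this comparison.

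Markers of the neural crest chosen in advance had negative fold changes at stage 14. In the authors' deposited table snai2.L had a log2 fold change of -3.15 (SE 0.38, adjusted p = 6.08e-14) at stage 14 and -0.92 (SE 0.43, adjusted p = 0.187) at stage 17. The difference between stages was 2.23 (SE 0.58, adjusted p = 0.0127), from the authors' deposited tables. Its homeolog snai2.S, with a mean normalised count of 79.5 at stage 14, changed by -2.07 (adjusted p = 0.0928) and -1.75 (adjusted p = 0.00869) in the authors' deposited tables. For snai2.S the difference between stages, 0.32 (SE 0.95, adjusted p = 0.992 by the normal test), was not past the threshold. Both copies of sox10 were low at stage 14, with means of 68.4 and 112 normalised counts against 6918 and 6821 at stage 17 in the authors' deposited tables, which were normalised separately. The log2 fold change of sox10.L was -4.99 (SE 1.14, adjusted p = 4.29e-04) at stage 14 and -1.87 (SE 0.42, adjusted p = 3.28e-04) at stage 17 in the authors' deposited tables. For sox10.S the numerator arm was under the floor at stage 14 and at least 74-fold lower than the denominator arm, and at stage 17 the authors' deposited table gave -1.38 (SE 0.45, adjusted p = 0.0284). The changes of foxd3.L and foxd3.S were -3.98 (SE 1.06) and -3.99 (SE 0.83) at stage 14, with adjusted p-values of 0.00392 and 6.60e-05 in the authors' deposited table. At stage 17 they were -0.27 (SE 1.03) and -0.33 (SE 0.87), within their errors of 0 in the authors' deposited table. The difference between stages was not past the threshold for foxd3.L (adjusted p = 0.299) or foxd3.S (adjusted p = 0.109).

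The sox2, zic1 and pax3 genes chosen in advance had larger changes at stage 17 than at stage 14. For sox2.L the authors' deposited tables gave a log2 fold change of 1.11 (SE 0.32, adjusted p = 0.00858) at stage 14 and 5.35 (SE 0.91, adjusted p = 5.11e-07) at stage 17. In the authors' deposited tables zic1.L changed from 0.06 (SE 0.32) to 1.78 (SE 0.39, adjusted p = 1.96e-04), and zic1.S from 0.62 (SE 0.28) to 3.72 (SE 0.46, adjusted p = 7.11e-13). The change of pax3.L was -0.46 (SE 0.32) at stage 14 and 1.21 (SE 0.31, adjusted p = 0.00222) at stage 17, and that of pax3.S 0.24 (SE 0.31) and 1.98 (SE 0.36, adjusted p = 5.85e-06), in the authors' deposited tables. For these 5 genes the difference between stages was past the threshold, with adjusted p-values of 0.00214 for sox2.L, 0.0411 for zic1.L, 8.76e-06 for zic1.S, 0.0177 for pax3.L and 0.0274 for pax3.S. In the authors' deposited table for stage 17, sox11.S had a log2 fold change of 1.12 (SE 0.24, adjusted p = 1.36e-04) and sox11.L 0.72 (SE 0.26, adjusted p = 0.0580, or 0.0481 when adjusted over the upper 75% of genes by mean expression), and neither was past the threshold at stage 14. The preplacodal marker eya1 was not past the threshold in either copy at either stage, with log2 fold changes from -1.08 (eya1.S at stage 17) to -0.03 (eya1.S at stage 14) in the authors' deposited tables. For hoxc8.S, at a mean of 5.74 normalised counts at stage 14 and 2.54 at stage 17, no change was detectable at this depth (adjusted p = 0.631 at stage 14 in the authors' deposited table).

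**Figure D2:**
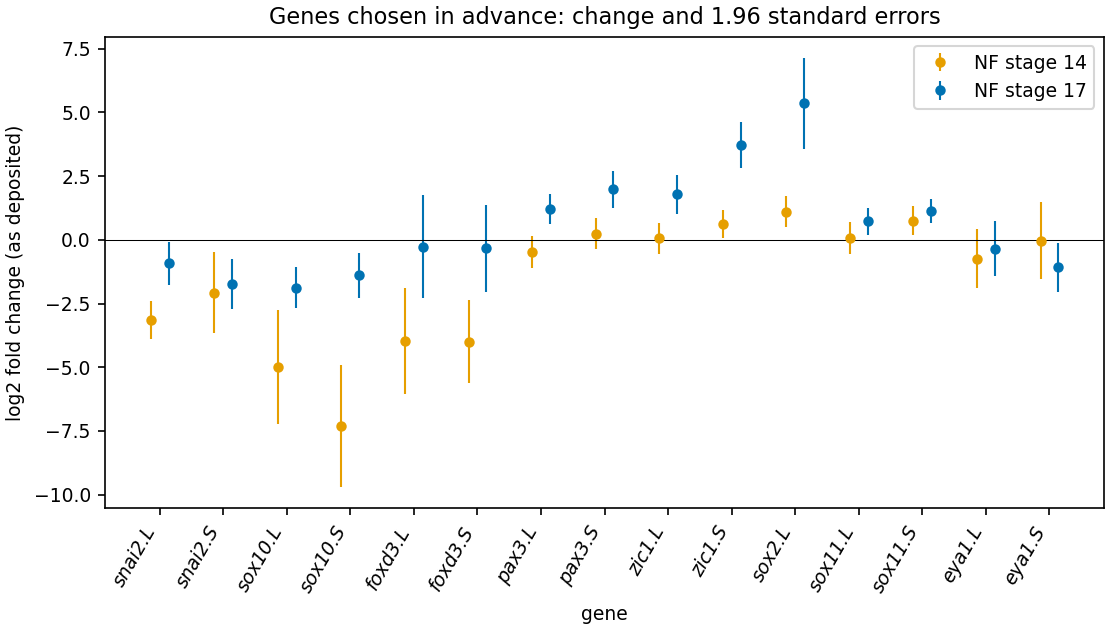
Log2 fold change at stage 14 (orange) and stage 17 (blue) of 15 genes chosen in advance, from the authors' deposited tables, with bars of 1.96 standard errors. The neural crest genes snai2, sox10 and foxd3 lie below 0 at both stages, with bars that cross 0 for foxd3 at stage 17, and sox2.L reaches 5.35 at stage 17.

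The 11 lists held 197 genes at each stage. Past the threshold in the authors' deposited tables were 56 of them at stage 14 and 65 at stage 17, and with 1 adjustment over all 197 list genes the counts were 76 and 74. Counts adjusted over the list alone, given for each list, use only the genes of that list. At stage 14, 8 of the 11 lists had a median outside the matched lists, and at stage 17 it was 7. Lists of genes drawn singly would give 0.55. The fixed lists hold homeologs, whose changes are correlated, and the number to be expected for such lists was not measured. In the authors' deposited table for stage 14 the neural crest list had a median log2 fold change of -3.15, below all 10000 matched lists. Of its 23 genes, 22 were negative and 18 past the threshold, and 20 were past it adjusted over the list alone. At stage 17 its median was -0.92, again below all matched lists, with 20 negative genes, 6 of them past the threshold in the authors' deposited table, and 7 adjusted over the list alone.

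The immature neural ectoderm list went the other way. Its median in the authors' deposited tables was 0.77 at stage 14, with 8 of 24 genes past the threshold, and 2.08 at stage 17, with 19 of 24. All of these were positive, and both medians lay above all matched lists. Adjusted over the list alone, 10 genes were past the threshold at stage 14 and 21 at stage 17. The blastula pluripotency list had medians of 0.78 at stage 14 and 3.71 at stage 17 in the authors' deposited tables, again above all matched lists, with 4 and 13 positive genes past the threshold and 8 and 14 adjusted over the list alone. With the 4 stage 17 genes that had an arm at the floor set to their bounds, the stage 17 median was 3.41.

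The neural plate border list changed side between stages. Its median was -0.87 (percentile 0) at stage 14, with 8 negative genes past the threshold, and 0.24 (percentile 91.1) at stage 17, with 7 positive genes past it, in the authors' deposited tables. Adjusted over the list alone these counts were 12 and 9. With homeologs averaged, the stage 17 median was 0.42 (percentile 98.1). The epidermis list had medians of -2.09 and -0.85 (percentile 0 at both stages), with 8 and 6 genes past the threshold in the authors' deposited tables and 8 and 7 adjusted over the list alone. For the preplacodal list the medians were -1.03 (percentile 0.07) and -0.92 (percentile 0.16), with 3 genes past the threshold at each stage in the authors' deposited tables and 7 and 3 adjusted over the list alone. Those 3 were negative at stage 14, and at stage 17 they were 2 negative and 1 positive. With homeologs averaged, its percentiles were 3.25 and 3.64, inside the matched lists. The neuronal differentiation list had a median of -0.29 (percentile 6.18) at stage 14, where 0 genes were past the authors' threshold, 0 adjusted over the list alone and 4 at an unadjusted p-value under 0.05. For its genes above the median of mean expression, the stage 14 median was 0.12, while the mean of the list was -1.03 (percentile 0.85), outside the matched lists. At stage 17 its median was -0.56 (percentile 0.14) with 6 genes past the threshold in the authors' deposited table, 4 of them negative, and 7 adjusted over the list alone.

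**Figure D3:**
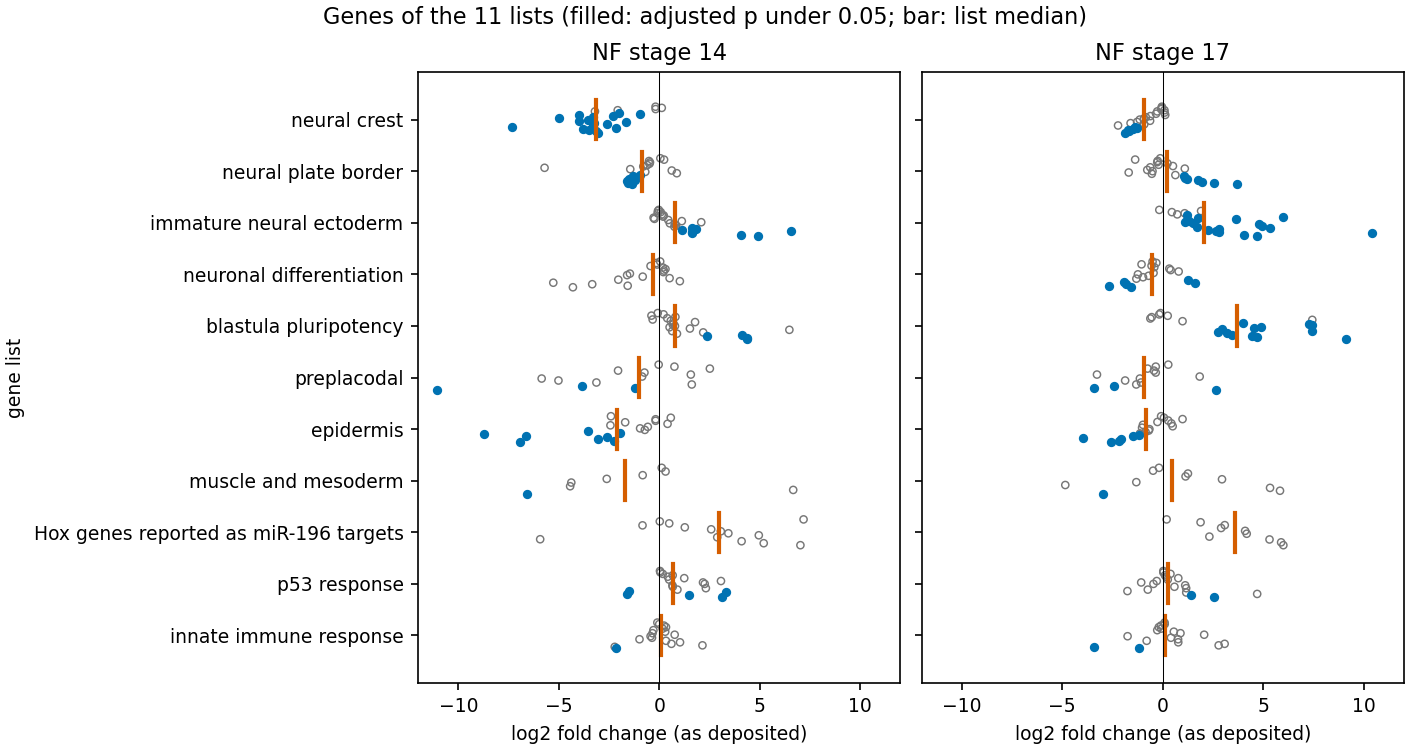
Log2 fold change of each gene (horizontal axis) in the 11 lists (vertical axis) at stage 14 (left) and stage 17 (right) in the authors' deposited tables. Filled points have an adjusted p-value under 0.05 and orange bars mark list medians, -3.15 and -0.92 for the neural crest list and 0.77 and 2.08 for the immature neural ectoderm list.

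The p53 response list had a median of 0.67 (percentile 99.98) at stage 14 and 0.25 (percentile 90.2) at stage 17, with 5 and 2 genes past the threshold in the authors' deposited tables and 6 and 2 adjusted over the list alone. Of the 5 genes at stage 14, 3 were positive and 2 negative, and both genes at stage 17 were positive. The innate immune list lay inside the matched lists at both stages, with medians of 0.08 (percentile 55.5) and 0.10 (percentile 77.0), and its mean at stage 14 was -0.049. It had 1 and 2 genes past the threshold in the authors' deposited tables and the same numbers adjusted over the list alone. The list of Hox genes reported as miR-196 targets had medians of 2.98 (percentile 99.98) and 3.60 (percentile 99.85), but 10 of 14 genes at stage 14 and 8 of 10 at stage 17 had an arm at or under the floor. With those genes at their bounds the medians were 1.52 and 0.85. At both stages 0 of its genes were past the threshold in the authors' deposited tables and 0 adjusted over the list alone, and 4 and 1 had an unadjusted p-value under 0.05. Most of its genes at stage 17 and several at stage 14 had no adjusted p-value, so they could not pass the authors' threshold. Only 4 had an adjusted p-value at both stages. The muscle and mesoderm list was represented by 8 and 10 genes, 6 of them at the floor at each stage, and its medians of -1.72 (percentile 7.78) and 0.48 (percentile 66.2) lay inside the matched lists. With genes at their bounds these medians were -0.36 and -0.09, and with homeologs averaged the stage 17 median was -0.19. At each stage 1 gene of it was past the threshold in the authors' deposited tables, also adjusted over the list alone.

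The list genes with the lowest p-values at stage 14 were mostly epidermal and neural crest genes. After itln1.L, the authors' deposited table gave negative log2 fold changes for sox9.S at -3.07 (SE 0.35), krt70.S at -2.25 (SE 0.28), sox8.L at -3.47 (SE 0.46), krt12.5.S at -3.07 (SE 0.40), grhl3.S at -2.62 (SE 0.35) and tfap2b.L at -3.79 (SE 0.55), and positive ones for pou5f3.2.L at 4.39 (SE 0.46) and foxd4l1.1.S at 4.91 (SE 0.53). At stage 17 the genes with the lowest p-values were neural ectoderm, border and pluripotency genes, with positive changes. Besides sox3 and zic1.S, the authors' deposited table gave 3.43 (SE 0.43) for pou5f3.1.S, 4.46 (SE 0.51) for ventx2.1.S, 3.21 (SE 0.42) for ventx2.2.L, 4.69 (SE 0.48) for ventx2.2.S and 2.81 (SE 0.39) for irx3.S. The denominator arm was under the floor at stage 17 for pou5f3.2.L, which was at least 242-fold higher in the numerator arm, and for foxd4l1.1.S, which was at least 93.5-fold higher.

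Homeologs were compared as a check between gene copies. At stage 14 the log2 fold changes of 5333 .L and .S pairs in the authors' deposited tables had a Spearman correlation of 0.380, and at stage 17 it was 0.441 over 5353 pairs. Over all these pairs, 63.5% had the same sign at stage 14 and 67.7% at stage 17. Among pairs with at least 1 copy past the threshold, 674 of 823 (81.9%, 95% Wilson interval 79.1% to 84.4%) had the same sign at stage 14 and 760 of 905 (84.0%, 81.4% to 86.2%) at stage 17. Pairs with both copies past the threshold numbered 168 and 210, of which 2 and 6 had opposite signs. How reads shared between near-identical copies were assigned is not stated.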

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

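The tests below on the count floor and on expression level were set before their results were seen. The centring within bins of mean expression was itself chosen after seeing the data, though before its result, and the remark on the batch label was added afterwards.

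The change between arms differed between stages for 244 of 16194 genes by the test of the difference itself. The difference was tested from the fold changes and standard errors in the authors' deposited tables, and 18 of the genes named by the rule set in advance passed it. In each of the 18 the change was more positive at stage 17. Many of them were named for a high value at stage 17 or a low value at stage 14. Such a choice favours a positive difference, so the shared direction is partly set by the rule. Only sox2.L, sox10.S, zic1.L, pax3.L and pax3.S were named solely whatever their values. Of all 244 genes, 34 were more negative at stage 17. The neural ectoderm and pluripotency genes had the differences 4.24 for sox2.L, 3.92 for sox3.L, 2.42 for sox3.S, 2.78 for pou5f3.1.S, 4.06 for ventx2.1.S, 2.43 for ventx2.2.L and 3.99 for ventx2.2.S on the log2 scale, from the authors' deposited tables. Border genes showed 1.72 for zic1.L, 3.095 for zic1.S, 1.67 for pax3.L and 1.74 for pax3.S. A negative change at stage 14 that was less negative at stage 17 gave 2.23 for snai2.L, 2.44 for sox9.S and 2.196 for ugt8.S, and tmem221.L had 2.66. The values 5.93 for sox10.S, 5.53 for foxd4l1.1.S and 4.73 for pou5f3.2.L involve an arm at or under the floor at 1 stage, so their size is not well determined.

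Genes near the floor do not account for the set as a whole, since 17.6% of the 244 genes had an arm at or under 3 normalised counts at either stage, against 5.51% of all genes tested. The share is above that of all genes, so the floor may contribute to part of the set. A trend of the fold change with expression level is also not the whole cause. After centring within 10 bins of mean expression, 219 of the 244 genes (89.8%) still differed. The same centring left 92.6% of the shift between stages in the immature neural ectoderm list and 95.1% in the neural crest list. Differences in depth, or a few genes taking most of the counts, could not be tested without values per library. The 10 highest genes held 9.64% and 8.88% of the summed means.

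The batch label takes 2 values, one per stage, so a batch effect on the response and a change with developmental stage cannot be told apart for these genes. The biological explanation named by the design, that the response to the miR-196a morpholino changes between stage 14 and stage 17, stays open and untested beyond the difference itself. Reads shared between homeologs were not tested as a cause. Among the named genes, both copies of sox3, zic1, pax3 and ventx2.2 were in the set with the same sign. The other copies of snai2 and sox10 were not in the set. By the normal test, their differences were 0.32 for snai2.S (adjusted p = 0.992) and 3.12 for sox10.L (adjusted p = 0.274).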

How the results depend on the processing

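Without values per sample, alternatives that need them were not run: other count models and normalisations, low-count filters, pseudocounts, a fit of all samples together, gene set tests on samples, leaving out replicates, and other splits of the samples. How far 1 library decides any value is therefore not known. No paired analysis was possible because the groups share no replicate numbers. The tests of transcripts with a site for the miR-196a seed (bases 2 to 8) were not run, since transcript sequences were not used here.

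A threshold of 0.01 gave 926 genes at stage 14, 971 at stage 17 and 300 changed the same way at both, against 1483, 1689 and 575, by its own construction. A threshold of 0.1, a minimum absolute log2 fold change of 1, the upper 75% by mean expression, recomputed adjustments and centring each left the counts within 1.5 times, from 1362 to 1946 genes at stage 14 and from 1526 to 2274 at stage 17. The share of positive genes ranged from 33.0% to 37.5% at stage 14 and from 47.8% to 51.8% at stage 17 across all alternatives. The number of genes that differed between stages was 329 at a threshold of 0.1, 174 over 7433 genes above the median of mean expression and 232 after centring.

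Correlations rose with expression level and among changed genes. Between stages the value was 0.564 above the median of mean expression and 0.720 over genes past a threshold, against 0.464. Between homeologs it was 0.508 at stage 14 and 0.582 at stage 17 for pairs above the median, against 0.380 and 0.441, and the Pearson value at stage 17 was 0.467. The cause was not tested.

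Of the 11 lists, 9 at stage 14 and 7 at stage 17 were outside the matched lists by their means, and 7 at each stage with homeologs averaged. Restricted to genes above the median of mean expression, 8 lists gave a value, and 7 of them were outside at each stage. Reversed signs were found near 0: the neuronal differentiation list at stage 14 above the median of expression (0.12), the innate immune list at stage 14 by its mean (-0.049) or with homeologs averaged (-0.10), the muscle list at stage 17 with homeologs averaged (-0.19), and irx3.S at stage 14 after centring (0.025, against -0.02). The cause was not tested. Of the other list values, 51 kept their side, 3 became outside and 2 inside. For named genes 233 values kept sign and side, and sox11.L at stage 17 passed the threshold in the upper 75% by expression (adjusted p = 0.0481, with 0.0481 to 0.132 over its alternatives).

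Depth per library is unknown, so how much of a standard error comes from depth and how much from replicates was not tested. At stage 14 a gene with an SE at the upper quartile needed an absolute log2 fold change of 2.88, and at stage 17 of 2.32. For the Hox list, most genes had an arm at the floor, and 0 genes were past the threshold of 0.05 at either stage. Those without an adjusted p-value, most of them at stage 17, could not pass it. At stage 14 hoxa9.L (authors' adjusted p = 0.0501) and hoxa7.S (0.0873), chosen after their values were seen, passed a threshold of 0.1. Both were positive, with the denominator arm under the floor, so the size of their change is not well determined. Of the list genes, 12 of 14 were positive at stage 14 and 10 of 10 at stage 17.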

Other observations

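The tests of the delay at stage 17 for the epidermis and neural crest lists, of all lists in 1 test, and of the share of neural crest cells were chosen after their results were seen, as was matching on the denominator arm at stage 17. The other tests were set before.

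The neural crest list was the most negative of the 11 lists at stage 14. A lower share of neural crest cells in the numerator arm would raise markers of every other cell type alike, but the epidermis list fell too, with a median of -2.09 in the authors' deposited table, while the immature neural ectoderm list had 0.77. A lower share of the neural crest alone is therefore not enough. A larger share of neural plate in place of both neural crest and epidermis, from the dissection or from a change of fate, may remain as an explanation and was not tested.

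A delay of the numerator arm is another candidate explanation, since a delay keeps early genes high and late genes low. Across 15092 genes, the change at stage 17 correlated with the change from stage 14 to 17 within the numerator arm at -0.341 (Spearman, across genes), where simulated unchanged arms gave 0.277 because of shared noise. At stage 14 the correlation with the change in the denominator arm was 0.00457, where unchanged arms gave 0.309. Levels at the stages were normalised separately and in different batches. At stage 17 the neural crest list had a percentile of 36.5 among lists matched on the change in the numerator arm and 4.84 on that in the denominator arm, which is what a delay would give. The neuronal differentiation list, at 20.5 and 25.9, was inside both as well. The epidermis list gave 2.55, just inside, and 0.07, outside. The immature neural ectoderm list gave 100 and 99.95, and the blastula pluripotency list 100 and 100, so these 2 lists moved more than other genes with the same change over time. A delay cannot be told apart from another cause for the epidermis, immature neural ectoderm and blastula pluripotency lists, because the course between the stages is not in the tables. By the reading set before the test, percentiles of 100 spoke against a delay as the whole cause, and this reading was relaxed afterwards, since genes with the same total change can differ in when they change. The same holds for the neural crest list at stage 14, since no time before stage 14 was analysed here. Its stage 14 percentile was 0 among lists matched on the change in the denominator arm. Among lists matched on the change in the numerator arm it was 4.27, inside the matched lists. The reading set before the test counted the percentile of 0, and a correlation of 0 or above, against a delay, and it was relaxed afterwards too. Since unchanged arms gave 0.309, a correlation of 0 or above does not by itself speak against a delay.

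With 1 delay shared by the whole tissue, lists that rise over time in the denominator arm would all lie on 1 side when the numerator arm at stage 17 is set against the denominator arm at stage 14. The neural crest list, which rose by 1.65 on the log2 scale, had a median of 0.54 (bootstrap interval over symbols 0.03 to 1.51). The epidermis list, which rose by 0.33, had -0.96 (-1.82 to 0.42). The neuronal differentiation list, which rose by 0.95, had 0.30 (-0.08 to 1.04). Lists that fall over time would lie on the other side from those that rise, but the immature neural ectoderm list, with a change of -2.04, had 0.15 (-0.43 to 0.50), and the blastula pluripotency list, with -2.73, had 0.52 (-0.05 to 0.999). The medians of rising lists thus point to different sides, and those of both falling lists to the side of the neural crest list. Of these 5 intervals, that of the neural crest list alone leaves out 0, so a shared delay could not be excluded.

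Genes of serine synthesis and stress stood out among the genes with the lowest p-values at stage 14, including psat1.S, psph.L and ddit3.L. A list of amino acid and integrated stress response genes was written after the tables were seen, without the genes already noticed (psat1, psph, ddit3, slc7a5 and slc3a2). Its median in the authors' deposited table was 0.79 at stage 14, above all matched lists (percentile 100), with 15 of 39 genes past the threshold, each positive. At stage 17 the median was 0.46 (percentile 99.98), with 11 of 40 past it, 10 of them positive. Genes in it chosen after their values were seen include sesn2.S at 1.74 and nars1.L at 2.02 at stage 14, in the authors' deposited table. Against the pattern, slc3a2.S was at -3.28 (adjusted p = 1.35e-17) in the authors' deposited table. There atf4.L and atf4.S showed no detectable change at the transcript level (-0.19 and -0.27, adjusted p = 0.774 and 0.708). Protein was not measured here, so the atf4 transcripts do not decide for or against the response. A stress response in the numerator arm is a candidate explanation. Both arms received 60 ng of a morpholino, so injection as such is shared, but a reaction to the sequence of 1 oligonucleotide and an effect of lost miR-196a were not separated here. The p53 list was also outside the matched lists at stage 14 (percentile 99.98), though its genes past the threshold went both ways, and the innate immune list was not (55.5).

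Genes of the retinoic acid response were noticed among those that differed between stages. A list written afterwards, without the genes noticed (dhrs3, meis3, hoxd1, hoxb1 and crabp2), had a median of 0.74 at stage 17 in the authors' deposited table (percentile 99.98), with 8 of 23 genes past the threshold, each positive. At stage 14 it was -0.48 (percentile 0.33), with 1 of 22 past it. Among lists matched on the change over time in the denominator arm the stage 17 percentile was 98.6, and in the numerator arm 100. A higher retinoic acid response at stage 17 may explain this. A larger share of hindbrain tissue, where several of these genes are also expressed, was not tested, and batch and stage cannot be told apart for the shift between stages.

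The 13 protein-coding genes of the mitochondrial genome were all positive at stage 14 in the authors' deposited table, 11 of them past the threshold, with a median log2 fold change of 1.83 and a range from 1.23 to 4.61. At stage 17, 12 were positive with a median of 0.21, and 0 were past the threshold. They took 4.84% and 4.62% of the summed means. No explanation was tested.

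Of the 10 genes past the threshold at both stages with opposite signs, chosen after their values were seen, 7 went from negative to positive: fgfr4.L, msx1.S, msx2.L, prdm13.S, ptgs2.S, rasgef1b.L and rassf10.S. In the authors' deposited tables msx1.S was at -1.60 and 1.103, and msx2.L at -1.56 and 1.05. The other 3, hectd4.L, ntn1.L and slc26a9.S, went from positive to negative. The homeologs with both copies past the threshold and opposite signs were plekhg5 and stox1 at stage 14 and aatk, cd81, dennd2a, dsg2, pkp3 and prdx6 at stage 17. For stox1 the authors' deposited table gave 1.88 for the .L and -2.95 for the .S copy at mean normalised counts of 325 and 296. No explanation was tested for these genes.

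Rows with a mean but no p-value numbered 59 at stage 14 and 37 at stage 17. The highest was krt70.L at stage 14, with a mean normalised count of 5809 and a log2 fold change of -2.40 (SE 1.28) in the authors' deposited table. List medians include such rows, among them krt70.L in the epidermis list at stage 14. Why these rows have no p-value is not stated.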
